A study of Homo sapiens with 12 samples.

How the data were processed

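RNA was sequenced from 12 samples of MOLT4 cells in 4 groups of 3. Per the labels, the cells received DMSO for 6 h, compound 955 at 0.1 µM for 1 h or 6 h, or SNS-032 at 1 µM for 6 h. Samples were assigned to groups from their titles. Per the labels' protocols, total RNA was extracted with a column kit and libraries were prepared with an mRNA library kit from BGI. The labels and the file headers do not state the aligner, the read counter, its use of strand, the genome build, the annotation, the statistical software or the filters, and none of these is assumed here.

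The values analysed were a table of the authors' own comparisons and not values per sample. Per the file headers, it holds 3 comparisons against DMSO (955 at 1 h, 955 at 6 h and SNS-032 at 6 h), and for each gene the deposited columns are a log fold change, an average log CPM (counts scaled to a common library total), an F statistic, a p-value and a false discovery rate (FDR). The log fold changes and the average level deposited by the authors were read as log2 values, because the smallest of the genes' largest absolute log fold changes is 1.001, just above a bound of 1. The F statistic is a score deposited by the authors. It is used to recover standard errors and degrees of freedom and, as its signed square root, as the statistic of the gene list tests. The p-value and the FDR are used as the authors deposited them. The average level was identical in the 3 comparisons, so it describes a gene over all samples and not in a group. Counts and depth per sample were not used here, so the depth behind each value is unknown, and no interval or detection floor that needs depth is given.

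The tests fixed before the data were examined assumed values per sample (a count model, or a linear model on log values, over all 12 samples). The table held another kind of value, so the authors' own fold changes and FDR replaced those tests for the 3 comparisons against DMSO. A gene was past the threshold when its FDR was under 0.05 and its absolute log2 fold change at least 1, as fixed beforehand. The table lists 5759 genes. Each had an FDR under 0.05 in at least 1 comparison, and 5757 met both criteria in the same comparison, while 2 met them only in different comparisons. Other tested genes are not analysed here, among them genes under the FDR threshold (2506 for 955 at 6 h and 2711 for SNS-032), so every share and correlation across genes is over a selected set.

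More was recovered from the printed values. Under a Benjamini-Hochberg adjustment, the number of tests times p over FDR is a rank and so a whole number. Among 3083 values with p above 0.001 and FDR under 0.3, 28395 tests gave a whole number (within 0.01) for 81.1%, and the next best number that was not a multiple, 47325, for 28.3%. The p-values followed an F distribution with 1 numerator degree of freedom and a denominator that differed between genes. In 1839 genes where it could be solved from more than 1 comparison, its median difference between comparisons was 3.3e-06. The lowest denominator was 8.23, the most common was 23.3, and 201 genes were under 10. The residual degrees of freedom of 12 samples in 4 groups are 8.

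An implied standard error was computed for each effect as the absolute log2 fold change over the square root of F. It is a derived quantity that follows the authors' model of the spread between replicates, and is not an SD of replicates. The comparisons of 2 treated groups (955 with SNS-032 at 6 h, and 955 at 6 h with 955 at 1 h) were approximated by the difference of the 2 log2 fold changes against DMSO. The standard error was the root mean square of the 2 implied standard errors, the p-value came from a t distribution with the gene's denominator degrees of freedom, and Benjamini-Hochberg adjustment ran over the 5759 listed genes. With equal group sizes and a common spread, a contrast of 2 treated groups has the variance of a contrast with the control, which is the basis of this standard error. Tested on simulated data (5759 genes, 200 of them changed, dispersion 0.05), the approximation recovered 96.5% of the changed genes. The direct test on the same simulated counts with the dispersion known recovered 96.0%, and 3.5% of the approximation's calls were unchanged genes. All simulated changes were above the fold-change bound, and the same known dispersion and effectively unlimited degrees of freedom were used for every gene. The simulation therefore compares the 2 tests in that easy setting and does not give the recovery or error rate for the authors' genes. The search for the number of tests, run on a simulated table adjusted over 25461 tests, returned 25461.

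Genes were named by matching the deposited gene IDs to the RefSeq table of assembly GRCh38.p14, where 5727 of the 5759 IDs matched. That table was used for names and gene types. Since the build used by the authors is not stated, no coordinates are given. Gene span, spliced length, exon number and GC content were taken from GENCODE release 29, whose models may differ from those the authors counted on.

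Gene lists were written before the data were examined, and 11 had at least 5 listed genes. Each was tested in 4 comparisons with limma's cameraPR on the signed square root of F (for 955 against SNS-032, the approximate t value), with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 44 pairs of list and comparison. The background was the listed genes. As a description, the percentile of each list's median among 10000 random lists matched on average level was also computed. Lists of hypoxia genes and of RNA polymerase III transcripts were added after values had been seen. The hypoxia genes were also set against 10000 sets of other listed genes drawn from the 50 nearest in average level and 6 h effect.

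The genes named follow a rule fixed beforehand: a list of key genes, and, in each of 4 comparisons, the 3 largest rises and the 3 largest falls among genes past the threshold and above the median average level. The rule also asked that the samples of the 2 groups not overlap, which could not be evaluated without values per sample. The median was taken over the listed genes, and for 955 against SNS-032 the approximate contrast was used. Of 14 key genes, 8 are analysed here and the others are not analysed here. Names outside the rule are stated to have been chosen after their values were seen.

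The alternatives that could be run were scaling on the 13 mitochondrially encoded mRNAs, a least average level of 5 CPM, the FDR alone without a fold-change bound, another inter-gene correlation (0.05), and the mitochondrial share without the other genes of the 20 highest. In the scaling, the median log2 fold change of the 13 mRNAs was subtracted from each gene, and p-values were recomputed from the implied standard errors and adjusted over the listed genes, without the error of the shift itself. Added after the data were seen were an FDR under 0.01, an absolute log2 fold change of at least 2, adjustment over the listed genes only, 2 other standard errors for the approximate contrasts, the correlation among genes past the threshold in neither 6 h comparison, and the log2 fold change as the statistic of the list tests. Intervals of the correlation and slope are 95% bootstrap intervals over genes (1000 draws). The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.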

Results

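RNA sequencing was performed on MOLT4, an established human T lymphoblast cell line from an acute lymphoblastic leukaemia, after exposure to vehicle or to 1 of 2 compounds. SNS-032 is a small-molecule inhibitor of cyclin-dependent kinases, among them the transcriptional kinase CDK9. Compound 955 joins the plant-derived electrophile piperlongumine to SNS-032, which serves as its target-binding part, and belongs to conjugates made for targeted protein degradation. The 12 samples formed 4 groups of 3: DMSO for 6 h, 955 at 0.1 µM for 1 h, 955 at 0.1 µM for 6 h and SNS-032 at 1 µM for 6 h. The comparisons address the transcriptional effect of 955 and how it relates to that of its parent inhibitor. The compounds were given at different doses, and the only vehicle group was collected at 6 h, so the comparison of 955 at 1 h with DMSO does not separate treatment from time in culture.

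The values are those of the authors' deposited table, which gives for 5759 genes the log2 fold change, F statistic, p-value and FDR of each treated group against DMSO. Of these genes, 5270 were annotated as protein-coding, 259 as lncRNA and 143 as transcribed pseudogenes, and 32 gene IDs had no match. The average level over all samples in the authors' deposited table ranged from 0.0033 to 15 (log2 CPM), with a median of 4.15. Sequencing depth per sample is unknown, and values of single replicates were not used here. Each listed gene had an FDR under 0.05 in at least 1 comparison, so shares below refer to genes listed for having changed. The FDR values of the authors' deposited table correspond to an adjustment over 28395 tests.

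After 6 h of 955, 4911 listed genes were past the threshold (FDR under 0.05 and absolute log2 fold change of at least 1) in the authors' deposited table, 2026 higher and 2885 lower than in DMSO. The log2 fold changes ran from -5.47 to 9.84 with a median of -1.03 over the listed genes. After 6 h of SNS-032, the authors' deposited table had 5196 genes past the threshold, 2175 higher and 3021 lower, with log2 fold changes from -5.89 to 11.1 and a median of -1.07. The median implied standard error was 0.24 in both comparisons, so a change at the threshold was several standard errors for a typical gene. Without the fold-change bound, 5384 listed genes were under the FDR threshold for 955 and 5510 for SNS-032. The ranks behind the FDR in the authors' deposited table place 7890 and 8221 of all tested genes under it, of which 2506 and 2711 were genes that are not analysed here. The alternative that moved the count for 955 most was an absolute log2 fold change of at least 2, chosen after the data were seen, which left 1622 genes.

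The split between higher and lower genes depended on the scaling. Higher genes made up 41.3% of the genes past the threshold for 955 at 6 h and 41.9% for SNS-032 in the authors' deposited table. When each comparison was instead scaled on the 13 mitochondrially encoded mRNAs, which lowered every log2 fold change by 2.07 for 955 and by 2.35 for SNS-032, the higher genes made up 3.58% (142 higher and 3825 lower) and 2.72% (116 higher and 4151 lower). Of the 2026 genes higher with 955 under the authors' scaling, 142 stayed higher, 135 became lower past the threshold and 1749 were past it in neither direction. Of the 2175 higher with SNS-032, 116 stayed higher, 601 became lower and 1458 were past it in neither direction. All 2885 and 3021 lower genes stayed lower, which a downward shift of every value makes nearly certain. The scaled counts cover the listed genes only, and other tested genes could become lower past the threshold under this shift. Directions given below are those of the authors' scaling unless stated.

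**Figure D1:**
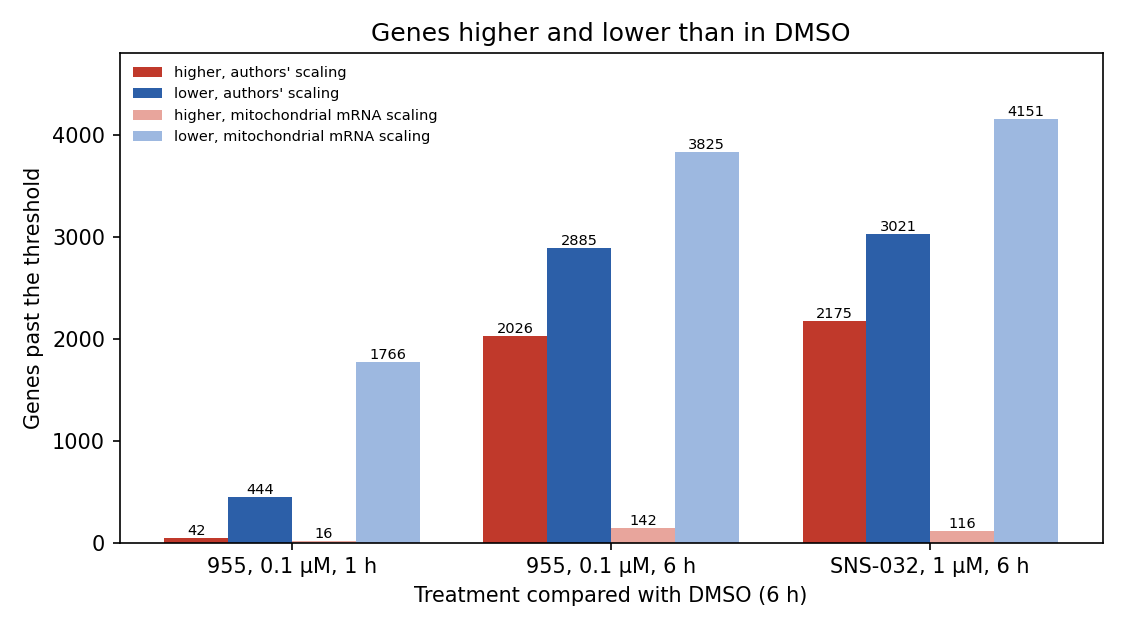
Numbers of listed genes past the threshold (vertical axis, from 0) in each treated group against DMSO at 6 h (horizontal axis), higher in red and lower in blue, under the authors' scaling (dark bars) and after scaling on the 13 mitochondrial mRNAs (pale bars); the bars are counts and carry no error bars. The higher genes fall from 2026 to 142 for 955 at 6 h and from 2175 to 116 for SNS-032 under the second scaling.

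Among genes above the median average level, the largest rises after 6 h of 955 in the authors' deposited table were those of the microRNA gene MIR3648-1 (gene ID 100500862), with a log2 fold change of 6.98 and an FDR of 1.37e-07, PFKFB4 (5210), with 5.40 and 0.000473, and the small nucleolar RNA SNORD3A (780851), with 5.22 and 2.56e-14. Their implied standard errors were 0.49, 0.74 and 0.22. The largest falls in the authors' deposited table were those of XBP1 (7494) at -4.82 with an FDR of 6e-06, MPV17L2 (84769) at -4.65 with 4.38e-07 and HSPA8 (3312) at -4.29 with 1.57e-05, with implied standard errors of 0.45, 0.39 and 0.37. For SNS-032 the largest rises in the authors' deposited table were MIR3648-1 at 7.95 (FDR 4.2e-08), SNORD3A at 7.0 (6.43e-16) and the RNase P RNA RPPH1 (85495) at 6.07 (4.4e-12). The largest falls with SNS-032 in the authors' deposited table were BRIX1 (55299) at -5.34 (FDR 3.4e-09), BCAS2 (10286) at -5.24 (1.19e-13) and MPV17L2 at -5.07 (2.32e-07). These genes kept their direction and remained past the threshold under mitochondrial scaling. MIR3648-1 has near-identical copies and HSPA8 has processed copies elsewhere in the genome. For this reason, and because the strand used in counting is not stated, their values and those of genes that overlap others are uncertain. Whether the reads counted at MIR3648-1 came from the microRNA or from a longer RNA is unknown, so its rise does not show a rise of the microRNA. SNORD3A and RPPH1 lack the poly(A) tails of mRNA, and an mRNA library kit was used, so their levels rest on whatever part of these RNAs entered the libraries. PFKFB4 had 8.24 denominator degrees of freedom and HSPA8 had 8.58, against a most common value of 23.3.

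The genes changed by the 2 compounds at 6 h overlapped. Of the listed genes, 4437 were past the threshold with both in the authors' deposited table, 1856 higher and 2581 lower, and 0 in opposite directions. This was 90.3% of the genes of 955 and 85.4% of those of SNS-032. A further 474 genes were past the threshold with 955 alone (170 higher and 304 lower), of which 470 had the same sign with SNS-032, and 759 with SNS-032 alone (319 higher and 440 lower), of which 757 had the same sign with 955. Passing in 1 comparison alone does not show a difference: 6 of the 474 and 9 of the 759 were past the threshold in the approximate contrast of the compounds. Across the listed genes, Pearson's r between the 2 log2 fold changes was 0.976 (95% bootstrap interval over genes 0.974 to 0.978) and Spearman's rho 0.951. Genes are not independent replicates, both effects share the same DMSO samples, and the genes were selected for having changed, so no p-value is given. Among the 89 listed genes past the threshold with neither compound at 6 h, a set chosen after the data were seen, r was 0.84. All but 2 of these passed the threshold at 1 h against the same DMSO samples, a selection that can itself raise r. Shared DMSO samples alone can make r positive and raise the counts of equal sign. How large these would be for genes without any change was not computed. The slope of the first principal axis was 0.934 for 955 against SNS-032 (0.927 to 0.942). Of the 2581 genes lower with both, 1597 fell further with SNS-032, and of the 1856 higher with both, 1245 rose further with SNS-032.

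**Figure D2:**
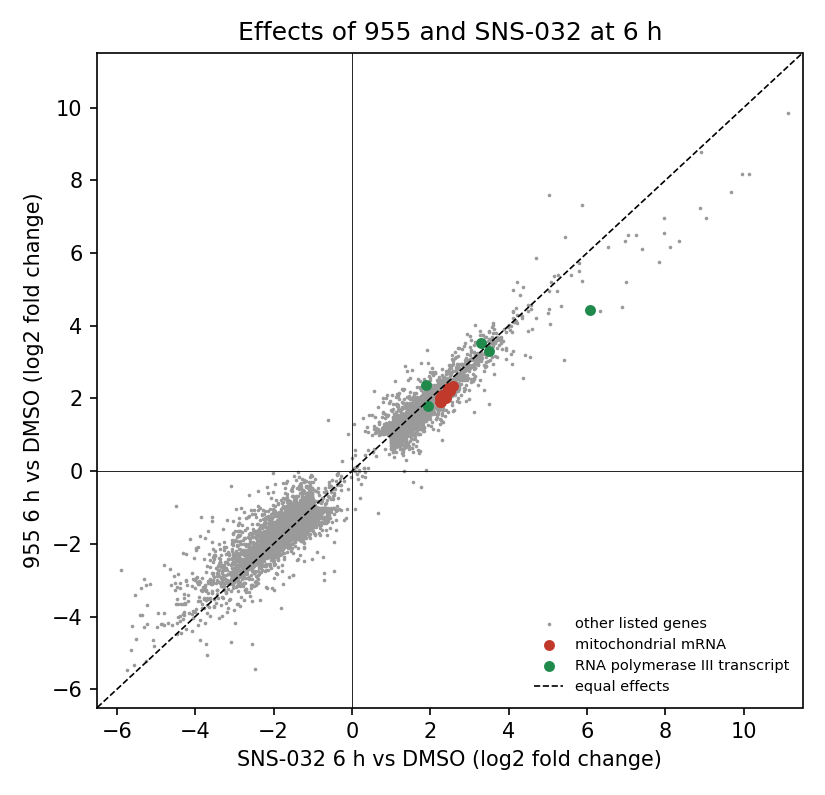
Log2 fold change against DMSO after 6 h of SNS-032 (horizontal axis) and of 955 (vertical axis), 1 point per listed gene from the authors' deposited table, without error bars; the dashed line marks equal effects, red points are the 13 mitochondrial mRNAs and green points are 5 RNA polymerase III transcripts. Points lie along the line (Pearson's r 0.976), and the red and green points are higher with both compounds under the authors' scaling, while mitochondrial scaling sets the median of the red points to 0 and puts RN7SL2 (with both compounds) and RN7SL1 (with SNS-032) among the green points below 0.

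The difference between the compounds at 6 h was smaller than their common effect. The log2 difference (955 minus SNS-032) had a median of -0.001 and quartiles of -0.2 and 0.25, and 243 genes (4.2%) differed by at least 1. In the approximate contrast, 64 listed genes were past the threshold, 49 higher and 15 lower with 955, and 157 had an adjusted p under 0.05 without the fold-change bound. Mitochondrial scaling raised the count to 181, 170 of them higher with 955. It moved every difference by a fixed amount without the error of that shift, although 0 of the 13 mitochondrial mRNAs differed singly between the compounds. Some of the added calls may therefore reflect error in the shift. With a standard error that ignores the shared control, chosen after the data were seen, 8 genes remained in the count. The named genes higher with 955 were lower than in DMSO with both compounds and fell less with 955. They were BCAS2, with a difference of 1.55 (standard error 0.24, adjusted p 0.000675), POP7 (10248), with 1.48 (0.20, 0.000291), and BRIX1, with 1.39 (0.34, 0.0388). Those lower with 955 were SNORD3A at -1.79 (0.22, 0.000213) and RPPH1 at -1.64 (0.31, 0.00702), which rose less with 955 than with SNS-032, and DDX10 (1662) at -1.29 (0.19, 0.000358), which fell more with 955. BCAS2, BRIX1 and RPPH1 were no longer past the threshold with the standard error that ignores the shared control, and BRIX1 also not with the larger of the 2 implied standard errors.

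After 1 h of 955, 486 listed genes were past the threshold in the authors' deposited table, 42 higher and 444 lower than in DMSO at 6 h. Higher genes were 8.64% of these, and 0.898% (16 higher and 1766 lower) after mitochondrial scaling, which shifted each value by 0.67. The median log2 fold change over the listed genes was -0.0538, and 958 listed genes had an FDR under 0.05 in the authors' deposited table. The largest rises among genes above the median level in the authors' deposited table were MIR3648-1 at 6.02 (FDR 2.25e-05), the lncRNA LOC105371414 (105371414) at 2.01 (3.06e-07) and RPPH1 at 1.36 (0.00757). Under mitochondrial scaling RPPH1 was 0.69 and no longer past the threshold. The largest falls in the authors' deposited table were those of CDKN1B (1027) at -2.16 (FDR 0.000273), TNFRSF1A (7132) at -2.0 (0.000201) and NFKBIA (4792) at -1.79 (0.00157), with implied standard errors of 0.28, 0.26 and 0.29.

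Of the 486 genes past the threshold at 1 h, 371 (76.3%) were past it in the same direction after 6 h of 955 in the authors' deposited table, 331 of the 444 lower and 40 of the 42 higher genes. Of the others, 113 were not past it at 6 h and 2 were past it in the opposite direction. With SNS-032 at 6 h, 379 were past it in the same direction and 4 in the opposite. Of the genes past the threshold after 6 h of 955, 7.6% were already past it at 1 h. Among the 444 lower genes, 186 had a less negative log2 fold change at 6 h than at 1 h, and 23 had a positive one. The approximate contrast of 955 at 6 h with 955 at 1 h put 3609 listed genes past the threshold, 1556 higher and 2053 lower at 6 h. Mitochondrial scaling changed this split to 206 higher and 3344 lower.

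Among key genes fixed before the data were examined, 8 were analysed. MYC (4609) had log2 fold changes of -1.03 at 1 h (FDR 0.0685), -3.07 after 6 h of 955 (8.71e-06) and -3.53 with SNS-032 (2.95e-06) in the authors' deposited table. MCL1 (4170) had -0.99 at 1 h (FDR 0.000329), -1.02 after 6 h of 955 (1.18e-05) and -1.67 with SNS-032 (8.52e-09) in the authors' deposited table. The difference for MCL1 between the compounds was 0.65 (standard error 0.16, adjusted p 0.0264), under the fold-change bound, and between 6 h and 1 h of 955 it was -0.03 (adjusted p 0.86). KEAP1 (9817) fell with both compounds in the authors' deposited table, to -3.53 with 955 (FDR 2.33e-10) and -3.67 with SNS-032 (1.16e-10), and NFE2L2 (4780) to -1.25 (0.00186) and -1.19 (0.00269). Of the cyclin and kinase genes in the authors' deposited table, CCNT1 (904) was at -1.31 with 955 (FDR 0.000121) and -1.53 with SNS-032 (2.38e-05), and CDK1 (983) at -1.71 (2.96e-10) and -1.53 (1.37e-09). CDK1 was at 0.03 after 1 h in the authors' deposited table and at -0.65 after mitochondrial scaling. CDK10 (8558) was higher in the authors' deposited table, at 1.12 with 955 (FDR 3.56e-08) and 1.29 with SNS-032 (3.14e-09), and lower after mitochondrial scaling, at -0.95 and -1.05. CDK7 (1022) had an average level of only 0.16 (log2 CPM) in the authors' deposited table, with -0.96 for 955 (FDR 0.546) and -4.48 for SNS-032 (0.00269). The difference between the compounds for CDK7, 3.52 (standard error 0.96, adjusted p 0.0596), did not pass the threshold. At 1 h, 3 of the 8 genes had an FDR under 0.05 in the authors' deposited table and 5 when adjusted over the list alone. At 6 h these counts were 7 and 7 for 955 and 8 and 8 for SNS-032.

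**Figure D3:**
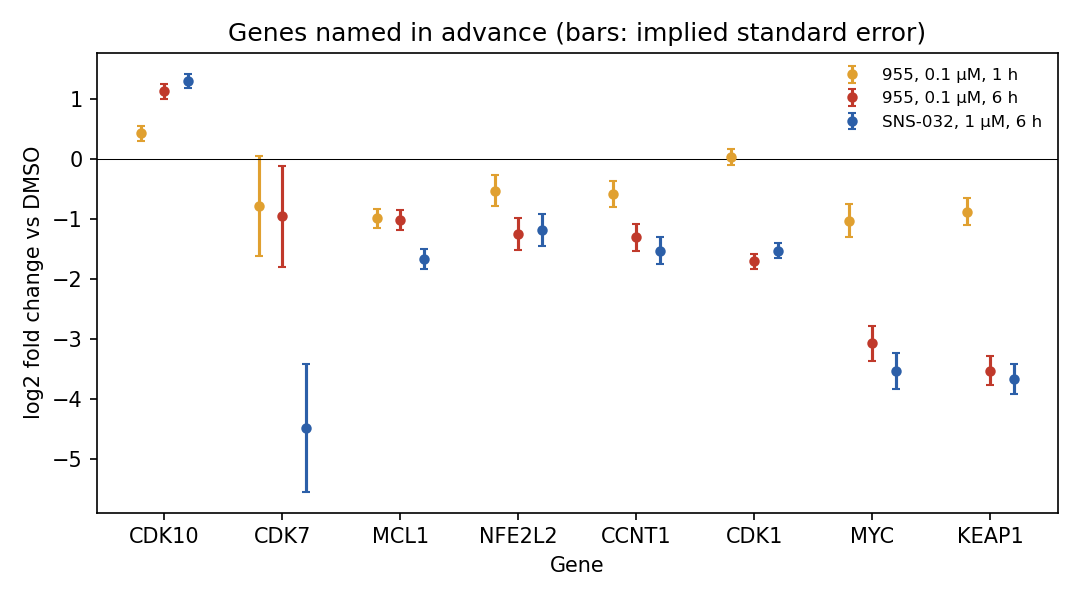
Log2 fold change against DMSO at 6 h (vertical axis) of the 8 key genes (horizontal axis) for 955 at 1 h (yellow), 955 at 6 h (red) and SNS-032 at 6 h (blue), from the authors' deposited table; bars are 1 implied standard error to each side. At 6 h CDK10 lies above 0 at 1.12 and 1.29, and falls below 0 after mitochondrial scaling, while the other 7 genes lie below 0.

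Of 44 pairs of a gene list and a comparison, 8 had an adjusted p under 0.05 in limma's cameraPR test and 11 an unadjusted p under it. The lists were tested against the other listed genes, so a result means a shift beyond that of genes listed for having changed. Transcripts with short half-lives (25 listed of 40) were shifted down at 1 h, with a median log2 fold change of -1.19, 24 of 25 negative and an adjusted p of 1.11e-07. Of them, 11 had an FDR under 0.05 in the authors' deposited table and 20 when adjusted over the list alone. At 6 h the adjusted p of this list was 0.277 for 955 and 0.152 for SNS-032, with medians of -1.59 and -2.02. The list differed between the compounds, with a median difference of 0.42 towards smaller falls with 955 (adjusted p 0.00309), which became 0.0525 at an inter-gene correlation of 0.05. Targets of MYC (25 listed of 36) were shifted down at 6 h, with medians of -1.79 for 955 (adjusted p 0.000989) and -1.77 for SNS-032 (0.00251), 24 of 25 negative in each. They were not shifted beyond the other listed genes at 1 h (median -0.13, 17 of 25 negative, adjusted p 0.717). Mitochondrial scaling, which lowers every value, put this median at -0.8 with 25 of 25 negative. Targets of NFE2L2 (9 listed of 24) had medians of -1.1 with 955 and -0.86 with SNS-032, and the difference of -0.21 did not pass the adjustment (p 0.0318, adjusted p 0.14) and became 0.06 under mitochondrial scaling. The lists of heat shock, integrated stress response, p53 target, BCL2 family, DNA repair and T-cell leukaemia regulator genes did not pass the adjustment in any of the 4 comparisons with the signed square root of F as the statistic. With the log2 fold change as the statistic, an alternative chosen after the data were seen, 12 pairs passed in place of 8, with 5 gained and 1 lost. The pairs gained were the integrated stress response list at 1 h (adjusted p 0.00144, lower), the T-cell leukaemia regulators at 1 h (0.029, lower), the short-lived transcripts at 6 h with 955 (0.0156, lower) and SNS-032 (0.00497, lower), and the key genes for 955 against SNS-032 (0.00632, smaller falls with 955). As a description, list medians were also placed among 10000 random lists matched on average level. Short-lived transcripts were at percentile 0.34 with 955 at 6 h and 0.03 with SNS-032, heat shock genes (5 listed of 19) at 0.1 and 0.12 with medians of -2.36 and -2.59, and at 1 h T-cell leukaemia regulators (6 listed of 22) were at 0.02 and integrated stress response genes (10 listed of 20) at 0.46. The key genes at 1 h were at 0.09, with an adjusted p of 0.271 in limma's cameraPR test. Whether these lists stood apart therefore depended on the statistic or on the comparison set used.

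The 13 mitochondrially encoded mRNAs, which RNA polymerase II does not make, were higher with both compounds at 6 h under the authors' scaling. In the authors' deposited table, their log2 fold changes ranged from 1.9 to 2.34 (median 2.07) with 955 and from 2.25 to 2.59 (median 2.35) with SNS-032, with 13 of 13 past the threshold in each. The largest FDR among them in the authors' deposited table was 0.00018 and 9.7e-05. At 1 h they ranged from 0.42 to 0.73 (median 0.67) in the authors' deposited table, with 0 of 13 past the threshold, 8 with an FDR under 0.05 and 13 with an adjusted p under 0.05 over the list alone. The list's adjusted p was 1.01e-08 at 1 h, 4.03e-09 with 955 at 6 h and 1.02e-09 with SNS-032. With 955 the rise was smaller than with SNS-032, by a median of -0.25 with 13 of 13 negative (adjusted p 0.000734). This p became 0.00871 at an inter-gene correlation of 0.05. It became 0.0619 with the log2 fold change as the statistic, an alternative chosen after the data were seen. Singly, 0 of the 13 differed. The cameraPR tests of this list assumed an inter-gene correlation of 0.01. The correlation among these mRNAs was not measured, and they may move together from sample to sample. The p-values of this list would then overstate the evidence, and 13 of 13 negative would not be 13 independent observations. From the authors' average levels, these mRNAs took 15.5% of the counts over all samples, and 9 of them were among the 20 genes with the highest level. The share per group could not be computed.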

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

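The test of the level of these genes was chosen only after the result was seen.

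Of the genes past the threshold after both 1 h and 6 h of 955, 2 changed in opposite directions, lower at 1 h and higher at 6 h in the authors' deposited table, and both are named here after their values were seen. The transfer RNA gene TRA-TGC4-1 (gene ID 100189339) had a log2 fold change of -5.81 at 1 h (FDR 0.00184) and 4.58 at 6 h (2.48e-07) in the authors' deposited table, a difference of 10.38 (adjusted p 5.62e-10 in the approximate contrast). FOSL2 (2355) had -1.31 at 1 h (FDR 0.0166) and 1.78 at 6 h (6.85e-05) in the authors' deposited table, a difference of 3.09 (adjusted p 9.24e-09). With SNS-032 at 6 h both were also higher in the authors' deposited table, at 4.56 and 1.46.

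A technical candidate explanation is that few reads lie behind these genes. If so, both average levels would be under 2 (log2 CPM). The level of TRA-TGC4-1 was 1.20 but that of FOSL2 was 2.95, so low level could account for the first gene and was not met by the second. TRA-TGC4-1 is a short RNA measured in libraries from an mRNA kit and belongs to a family of near-identical genes, so its reads may be shared with other copies, which was not tested. Scaling is another technical explanation: on the mitochondrial mRNAs, FOSL2 at 6 h moved from 1.78 to -0.3, so its rise at 6 h depends on the authors' scaling, while its fall at 1 h and the difference between times were in the direction reported. TRA-TGC4-1 was at -6.48 at 1 h and 2.51 at 6 h under this scaling, past the threshold in opposite directions as before, so scaling does not account for that gene. Since the only vehicle samples were collected at 6 h, time in culture cannot be told apart from the drug at 1 h. An early fall and later rise of FOSL2 relative to other transcripts remains a hypothesis.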

How the results depend on the processing

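The tests of the alternatives marked as added were chosen only after the results were seen. No paired analysis was possible because the table holds the authors' comparisons and no values per sample, so a fit with replicate numbers as a block could not be made. For the same reason leaving out each replicate, other splits of the samples, other size factors, library totals, median centring, quantile normalization, another pseudocount, no filter, a second count model, fits of only 2 groups, separate DMSO samples for the 2 compounds and a mitochondrial share per group were planned or required and were not run. How far the calls rest on a single sample, or on the grouping, is therefore unknown here, as is any limit set by depth.

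Scaling on the mitochondrial mRNAs raised the count past the threshold for 955 at 1 h from 486 to 1782, that of 955 against SNS-032 from 64 to 181, and the 1 h genes kept at 6 h from 371 to 1686. It reversed CDK1 at 1 h (0.03 to -0.65), CDK10 in the 3 comparisons (0.42 to -0.25 at 1 h, 1.12 to -0.95 with 955 at 6 h and 1.29 to -1.05 with SNS-032) and FOSL2 with 955 at 6 h (1.78 to -0.3). The reversals follow from the shifts of 0.67, 2.07 and 2.35 applied to every gene. For 955 at 1 h the count also changed because the scaled p-values were adjusted over the listed genes, a step that without any shift moved it from 486 to 605. The part of this step in the 1 h genes kept at 6 h was not tested, and 955 against SNS-032 was adjusted over the listed genes in both settings. Which scaling is nearer to amounts per cell was not tested. Of the other results under this scaling, 7 counts moved, 6 named-gene results passed the threshold that had not, 1 no longer did, and 43 kept their direction and side of the threshold or, for counts, stayed within 1.5 times.

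Without the fold-change bound, the count among listed genes was 958 for 955 at 1 h (1230 over all tested genes) and 157 for 955 against SNS-032, and the 1 h genes kept at 6 h were 885. A least level of 5 CPM changed the correlation of the compounds' effects from 0.976 to 0.984, outside its bootstrap interval. It also changed the genes higher with 955 at 1 h from 42 to 27. Those lower with 955 than with SNS-032 went from 15 to 9, and those higher at 6 h than at 1 h of 955 from 1556 to 1031. The totals of these comparisons stayed within 1.5 times, at 405, 47 and 2873. The inter-gene correlation of 0.05 left 7 of the 8 list results past the threshold, and the log2 fold change as the statistic, an added alternative, gave 12, with 5 gained and 1 lost.

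Among added alternatives, an absolute log2 fold change of at least 2 left 48 genes for 955 at 1 h, 1622 for 955 at 6 h, 1853 for SNS-032, 13 for 955 against SNS-032, 953 for 955 at 6 h against 1 h, 1410 shared by the compounds and 33 of the 1 h genes kept at 6 h. An adjusted p under 0.01 left 20 genes for 955 against SNS-032, and the standard error that ignores the shared control left 8. The correlation was 0.84 among the 89 genes past the threshold with neither compound at 6 h. Beyond the change of the bound or error term itself, the cause of these differences was not tested. Adjusting over the listed genes alone moved 1 count and brought MYC at 1 h past the threshold.

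Among listed genes, the counts for 955 and SNS-032 at 6 h and the genes they share stayed within 1.5 times the reported value in several settings. These were mitochondrial scaling, the level filter, an FDR under 0.01 and, for the counts of each compound, adjustment over the listed genes. The counts left that range under the fold-change bound of 2. For mitochondrial scaling this shows no stability, because its downward shift could put genes that are not analysed here past the threshold as lower. With the FDR alone the listed genes gave 5384 and 5510 for the compounds, which shows no stability since the table lists genes with an absolute log2 fold change of about 1 or more in some comparison. Over all tested genes the FDR alone gave 7890 against 4911 for 955 and 8221 against 5196 for SNS-032, both more than 1.5 times. The count of genes that differ between the compounds ranged from 8 to 181, the upper end under mitochondrial scaling without the error of its shift.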

Other observations

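The tests of the mitochondrial mRNAs, of the hypoxia genes and of exon number were chosen only after the results were seen. The relation with gene span was noticed among the genes with the largest differences in these same data, and its remaining tests were fixed before they were run.

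At 6 h the pattern examined was the rise of the 13 mitochondrial mRNAs at 6 h. A candidate explanation is composition: if drugs that block RNA polymerase II lower most nuclear mRNA, a relative scaling would raise RNAs made by other polymerases by a common amount. The SD of the 13 log2 fold changes with 955 at 6 h was 0.15, against a median SD of 0.34 in 10000 random sets of higher genes of nearby level, 20 of which had as small an SD. A coordinated true rise would give a small SD too, so this test does not separate them. RNA polymerase III transcripts, chosen as a second class, were higher with SNS-032 for 5 of the 5 listed (21 in the list), and 1 was higher at 1 h. Their log2 fold changes ran from 1.78 to 4.44 with 955 and from 1.9 to 6.07 with SNS-032, against 1.9 to 2.34 and 2.25 to 2.59 for the mitochondrial mRNAs, so the amount was not common to both classes. They were listed for having changed, which makes a change certain but not its direction, transfer RNA genes were not in the list, and 3 of the 5 rose further with SNS-032. The mitochondrial mRNAs took 15.5% of the counts on average, enough for a rise in them to lower the relative level of other genes. The class of polymerase does not sort the rises. The 9 listed spliceosomal RNAs made by RNA polymerase II, a set chosen after values were seen, were all higher at 6 h, from 3.06 to 8.17 with 955 and from 5.42 to 10.14 with SNS-032, more than the mitochondrial mRNAs and with both compounds still above 0 after mitochondrial scaling. The 4 listed transfer RNAs were higher too, from 4.46 to 6.18 with 955. These RNAs lack poly(A) tails, and their recovery by an mRNA kit was not tested. The 11 listed small nucleolar RNAs were mixed, 6 higher and 2 lower with 955 and 7 higher and 4 lower with SNS-032. Their lowest values were -5.33 and -5.55, so a rise common to all RNAs without tails was not seen either. The 6 higher with 955, named after their values were seen, were SNORD13, SNORD3A, SNORD3B-1, SNORD3B-2, SNORD3C and SNORD3D, from 5.22 to 9.84. A rise shared by some RNAs without tails is therefore not excluded. Reads of small nucleolar RNAs can belong to overlapping host genes, which was not tested. A loss of nuclear mRNA and a rise in mitochondrial RNA cannot be told apart without spike-ins or amounts per cell. A change in the recovery of RNAs without poly(A) tails stays open for the classes that rose. The 11 small nucleolar RNAs as a set did not share such a rise, although 6 of them rose with 955. Whether the mitochondrial mRNAs lack tails was not examined.

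The difference between the compounds at 6 h was related to gene span. Across 5249 protein-coding genes (99.8% of those listed, the mitochondrial genes left out), Spearman's rho of the difference (955 minus SNS-032) with log10 gene span was -0.19, and the partial rho after GC content, spliced length, average level and the mean effect was also -0.19. In 5 groups of near equal size ordered from short to long genes, with median spans of 3.86, 10.2, 20.1, 37.4 and 99.8 kb, the median difference was 0.08, 0.07, 0.01, -0.04 and -0.09, and the percent of genes above 0 was 55.8, 58.4, 51.9, 44.1 and 35.8. Among 2493 genes lower with both compounds rho was -0.34. Genes are not independent replicates, so no p-value is given. GC content (rho -0.091) and spliced length (-0.042) had weaker relations than span, and in the upper part of the genes by average level (2774 genes) rho was -0.18, so these did not account for it. Exon number was harder to separate. With exon number partialled out too, the partial rho with span was -0.1, only just above the bound set for it, which was to keep 0.5 of its size. Exon number itself had rho -0.29 with the difference and a partial rho of -0.13 after span. Gene span therefore cannot be told apart from exon number here, and the stronger simple relation was with exon number. The group of longest genes fell least with both compounds. Its median log2 fold change at 6 h was -0.47 with 955 and -0.4 with SNS-032, against -1.1 and -1.26 in the shortest group. Spearman's rho of span with the 6 h effect itself was 0.096 for 955 and 0.15 for SNS-032. As a hypothesis, 955 may lower long or many-exon genes relatively more, and short genes less, than SNS-032 does at these doses. The doses differ, so a difference in the strength or timing of the block of transcription could give the same relation, which these data do not separate.

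The higher and lower genes at 6 h were also compared in transcript features. With 955, the probability that a higher protein-coding gene exceeded a lower one in GC content was 0.67 (medians 56.4% and 48.3%), and in spliced length it was 0.51. Exon number gave 0.64. The values were alike for SNS-032 (0.67 for GC content and 0.52 for spliced length). GC content may reflect transcript stability or a GC bias of the libraries, and the table has no control comparison in which to measure that bias, so the pattern cannot be told apart from it.

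A set of hypoxia genes had an unusual spread. Genes with few denominator degrees of freedom, near the residual 8, are those for which the authors' model borrowed little from other genes, as may happen where replicates scatter widely. Of 32 listed hypoxia genes (46 in the list), 10 (31.2%) were under 10 degrees of freedom, against 188 of 5722 other genes (3.29%), an odds ratio of 13.4 (Fisher's exact test, two-sided p 6.2e-08). The test counts each gene as independent. Hypoxia genes are regulated together and would scatter together if a few samples differed, so this p overstates the evidence and is given only as a description. In 10000 sets of other listed genes matched on average level and 6 h effect, also drawn gene by gene and chosen after the result was seen, the median number under 10 degrees of freedom was 3, and 6 sets had at least 10. The 10, named after their values were seen, were MIR210HG, STC2, P4HA1, CA9, VEGFA, ANKZF1, PDK1, PFKFB3, NDRG1 and EGLN1. The 5 genes that had prompted the question, PFKFB4 among them, were left out. Of the 32, 28 were higher and 2 lower after 6 h of 955 under the authors' scaling. A candidate explanation is that replicates differed in oxygen supply or culture density, and values per replicate would be needed to see which samples scatter. Another technical cause of the spread was not tested, and neither was a biological one.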
